# Perilipin Overexpression in White Adipose Tissue Induces a Brown Fat-Like Phenotype

**DOI:** 10.1371/journal.pone.0014006

**Published:** 2010-11-16

**Authors:** Takashi Sawada, Hideaki Miyoshi, Kohei Shimada, Akira Suzuki, Yuko Okamatsu-Ogura, James W. Perfield, Takuma Kondo, So Nagai, Chikara Shimizu, Narihito Yoshioka, Andrew S. Greenberg, Kazuhiro Kimura, Takao Koike

## Abstract

**Background:**

Perilipin A (PeriA) exclusively locates on adipocyte lipid droplets and is essential for lipid storage and lipolysis. Previously, we reported that adipocyte specific overexpression of PeriA caused resistance to diet-induced obesity and resulted in improved insulin sensitivity. In order to better understand the biological basis for this observed phenotype, we performed additional studies in this transgenic mouse model.

**Methodology and Principal Findings:**

When compared to control animals, whole body energy expenditure was increased in the transgenic mice. Subsequently, we performed DNA microarray analysis and real-time PCR on white adipose tissue. Consistent with the metabolic chamber data, we observed increased expression of genes associated with fatty acid β-oxidation and heat production, and a decrease in the genes associated with lipid synthesis. Gene expression of *Pgc1a*, a regulator of fatty acid oxidation and *Ucp1*, a brown adipocyte specific protein, was increased in the white adipose tissue of the transgenic mice. This observation was subsequently verified by both Western blotting and histological examination. Expression of RIP140, a regulator of white adipocyte differentiation, and the lipid droplet protein FSP27 was decreased in the transgenic mice. Importantly, FSP27 has been shown to control gene expression of these crucial metabolic regulators. Overexpression of PeriA in 3T3-L1 adipocytes also reduced FSP27 expression and diminished lipid droplet size.

**Conclusions:**

These findings demonstrate that overexpression of PeriA in white adipocytes reduces lipid droplet size by decreasing FSP27 expression and thereby inducing a brown adipose tissue-like phenotype. Our data suggest that modulation of lipid droplet proteins in white adipocytes is a potential therapeutic strategy for the treatment of obesity and its related disorders.

## Introduction

The metabolic syndrome is an accumulation of risk factors of cerebrovascular and cardiovascular disease such as diabetes, dyslipidemia and hypertension [1]. Increased visceral fat and elevated lipolysis cause dysfunction of various organs and abnormal production of adipokines [2]. Therefore, when considering the pathophysiology of the metabolic syndrome, it is extremely important to understand the mechanisms of lipid storage and release (lipolysis) in adipocytes. Within adipocytes, triglyceride is predominately stored within lipid droplets that are surrounded by a phospholipid monolayer containing various lipid droplet proteins. These proteins belong to the PAT family which contains Perilipin, ADRP/adipophilin, TIP47, MLDP (OXPAT/LSD5) and S3-12 which all have homology in their N-terminal sequence [3]. Perilipin (Peri) is the predominant protein present on the surface of lipid droplets in fat cells of white/brown adipose tissue and steroid producing cells [4]. Perilipin A (PeriA) is the most abundant adipocyte lipid phosphoprotein, which is activated by protein kinase A (PKA) and is considered to play a central role in regulating lipid metabolism in adipocytes by controlling various proteins [5]. Ablation of PeriA from white adipose tissue (WAT) causes dysregulation of adipocyte lipid storage characterized by increased basal lipolysis and decreased PKA-stimulated lipolysis and results in a dramatic reduction in WAT mass [6], [7]. The role of PeriA in WAT is to suppress lipolysis in the absence of PKA stimulation, and enhance lipolysis (∼100 fold) with PKA stimulation [8], [9].

Recently, fat specific protein 27 (FSP27 or Cidec) was identified as a protein which localizes on the surface of lipid droplets in white adipocytes and contributes to energy storage by promoting the formation of unilocular lipid droplets [10], [11]. FSP27 deficiency dramatically reduced WAT mass and induced a brown adipocyte-like morphology in the WAT via reducing the factors inhibiting brown adipocyte differentiation such as receptor interacting protein 140 (RIP140) and increasing brown adipocyte-specific genes or key metabolic controlling factors such as PPAR coactivator 1α (PGC1α[1112].

Previously, we generated transgenic mice which overexpressed either human or mouse PeriA specifically in adipocytes and studied these mice in the context of obesity and lipid/glucose metabolism [13]. When challenged with a high fat diet (HFD), both human and mouse PeriA Tg mice gained less weight, and had reduced WAT mass, though their food intake was similar to that of wild type (WT) mice. In this manuscript, we performed further studies in this human PeriA Tg mouse model to investigate the mechanisms of obesity-resistance and metabolic changes.

## Results

### Increased oxygen consumption and energy expenditure in PeriA Tg mice

Consistent with our previous study [13], body weight and subcutaneous and gonadal WAT mass were reduced in HFD-fed Tg mice as compared to HFD-fed WT mice (data not shown). With regard to energy metabolism, whole-body oxygen consumption rate (VO_2_) in HFD-fed human PeriA Tg mice was markedly higher than that of WT controls (Figure 1A). Twenty-four-hour oxygen consumption and energy expenditure were significantly increased in Tg mice maintained on a HFD and this difference was maintained after correction for differences in fat pad mass compared with the corresponding values for WT mice (Figure 1B, C). Furthermore, we measured oxygen consumption of white adipocytes isolated from PeriA Tg and wild-type mice to examine their mitochondrial function. Consistent with our metabolic chamber data *in vivo*, both basal and norepinephrine (NE) stimulated oxygen consumption tended to be increased in white adipocytes isolated from PeriA Tg mice (Figure S1).

**Figure 1:**
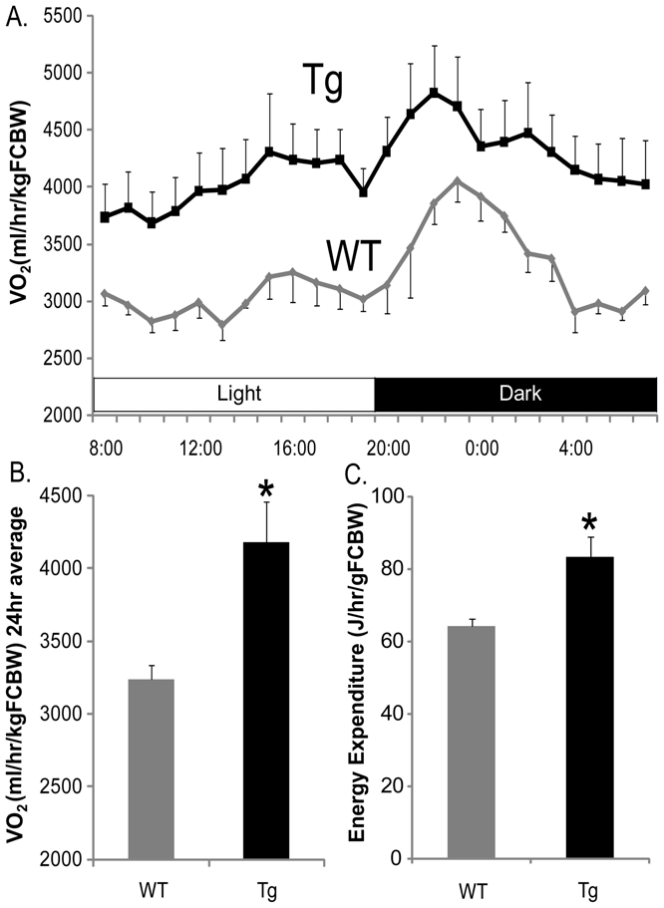
Oxygen consumption and energy expenditure. (A) Whole-body oxygen consumption rate during a 12-hour dark/12-hour light cycle for 30-week-old mice fed a high fat diet (n = 7 for WT; n = 7 for Tg). (B) The average value during the 24-hour period. (C) Energy expenditure during 24-hour period in the experiment. FCBW: fat-corrected body weight = body weight−(mass of subcutaneous and perigonadal white adipose tissue). Data are mean ± SEM. *, *p*<0.05.

### Up-regulation of brown fat associated transcriptional factors, and down-regulation of lipid synthesis genes in WAT of Tg mice

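RNA from perigonadal WAT of female mice that overexpress perilipin A (PeriA Tg) and of their WT controls was hybridised to 2 Affymetrix mouse genome arrays, 1 for each genotype. The mice were 30 weeks old and had been fed the HFD, with 60% of calories from fat, for 25 weeks. Each array received 1 pool of RNA from 3 mice, so that there are no replicates: the values below carry no error over mice, and no difference between the genotypes was tested. The deposited values are the authors' signals from GeneChip Operating Software ver1.4, which give the brightness of each probe set on a linear scale after scaling of each array. Without the lowest and the highest 2% of its 45101 signals, each array had a mean of 500.0, and the median signal was 101.1 on the WT array and 95.4 on the Tg array. From these signals, the signal log ratio, log2 (Signal of Tg/Signal of WT), was computed as in the methods. Detection calls were not used here. In their place, a probe set was kept when the higher of its 2 signals was at least 98.2, the median of all signals on both arrays. This filter kept 23713 of the 45037 probe sets other than controls.
Of these 45037 probe sets, 34945 were annotated to 1 gene symbol, 932 to several and 9160 were not listed in the platform annotation. The value of a gene is that of its brightest probe set with a single symbol, which gave 18193 genes, of which 11587 passed the filter. In the 5260 genes with at least 2 passing probe sets, the signal log ratios of probe sets of one gene had a pooled SD of 0.41. This spread describes readings of the same RNA pools and covers neither mice nor hybridisations. The 10 reference genes that passed the filter had signal log ratios from -0.14 for *Hprt* to 0.21 for *Rpl13a*, and *Rplp0*, which encodes the *36B4* control of the real-time PCR, had 0.07. *Xist*, the RNA of the inactive X chromosome, had signals of 5551 in WT and 6397 in Tg, whereas no probe set of the Y-linked genes *Eif2s3y*, *Kdm5d* and *Uty* exceeded 39.3, as the female sex of the mice requires. The probe sets of perilipin itself are not named in the annotation, and the transgene was not analysed here.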

Subsequently we employed DNA microarray analysis on WAT from Tg and WT mice. 

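Of 32 brown adipocyte and thermogenic genes, listed before the data were examined, 24 passed the signal filter, and 22 of these had a signal log ratio over 0.3 in Tg WAT. Their median was 0.92, above those of all 10000 random lists of genes with similar signals. *Cidea*, which encodes a lipid droplet protein abundant in brown adipocytes, had a signal of 242.6 in WT and 5272 in Tg, a signal log ratio of 4.44. *Fabp3*, a fatty acid-binding protein of heart and brown fat, had 289.5 in WT and 3111 in Tg. *Ppargc1b* and *Pank1*, which act in mitochondrial gene regulation and coenzyme A synthesis, had 0.88 and 1.38. The single member under -0.3 was *Slc29a1*, a nucleoside transporter, at -1.60.
Of 28 fatty acid β-oxidation genes, 11 were over 0.3 and 3 were under -0.3, with a median signal log ratio of 0.28 that was above those of all 10000 random lists. *Acot2*, a mitochondrial acyl-CoA thioesterase, had 0.96, and *Acadvl*, very long-chain acyl-CoA dehydrogenase, had signals of 3408 in WT and 5577 in Tg. *Slc25a20*, the carnitine/acylcarnitine translocase that the paper calls *Cac*, had 0.32, and *Mlycd*, malonyl-CoA decarboxylase, had 0.45. *Acaa1b*, listed as *Kat* in Table 1, had 0.02. *Acox3*, a peroxisomal oxidase, had -1.07. The brightest probe set of *Acaa1a* had -0.90 and its other one 0.18, and the brightest of *Cpt1a* had -0.37 and its others 0.20 and 0.08. A probe set annotated to *Gm44502*, *Cpt1b* and *Chkb* together, had signals of 144.9 in WT and 347.2 in Tg and names none of these genes.
Of 31 fatty acid and triglyceride synthesis genes, 10 were over 0.3, 6 were under -0.3 and 15 lay between. Their median was 0.06, at percentile 65.5 of the random lists. Over 0.3 were *Mogat1* (1.23) and *Gpat3* (1.11), both acyltransferases of glycerolipid synthesis, and *Acacb* (0.81), an acetyl-CoA carboxylase. Under -0.3 were *Gpd1* (-0.69), which makes glycerol 3-phosphate, and *Slc25a1* (-0.67), the mitochondrial citrate carrier. *Fasn*, fatty acid synthase, had 0.06. For the desaturase *Scd1*, the brightest probe set had 44276 in WT and 44678 in Tg, and the dimmer one had -0.36. For the desaturase *Scd2*, the probe sets had -0.13, -0.97 and -2.47 from the brightest to the dimmest, and for *Dgat2*, the last enzyme of triglyceride synthesis, -0.08 and -0.75. Beside this group stands a difference between the arrays: for the bacterial poly-A controls, which are labelled together with the sample RNA, 5' probe sets had a signal log ratio lower than that of the 3' probe sets by a median of -0.55, and for the hybridisation controls, which are added after labelling, the median was -0.005. For 5' against 3' probe sets of mouse transcripts, the difference was -0.25 for *Actb*, -0.33 for *Gapdh* and -0.16 for *Pcx*. When each gene was read from its second-brightest probe set, a setting chosen after the values were seen, the 19 synthesis genes that had one had a median of -0.059.
Some members of the lists stand in Table 1 and were thus chosen on these same arrays, so that they are not independent evidence. Without them, the medians were 0.88 for 19 brown adipocyte genes, 0.28 for 24 β-oxidation genes and 0.10 for 28 synthesis genes. The β-oxidation genes left out include *Cpt1a* and *Acaa1a*, which Table 1 does not name. Table 1 gives *Cpt1* without an isoform, and its *Kat* is thiolase B, read here as *Acaa1b*. With these genes left out, 1 β-oxidation gene was under -0.3, against 3 in the whole list.

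**Figure D1:**
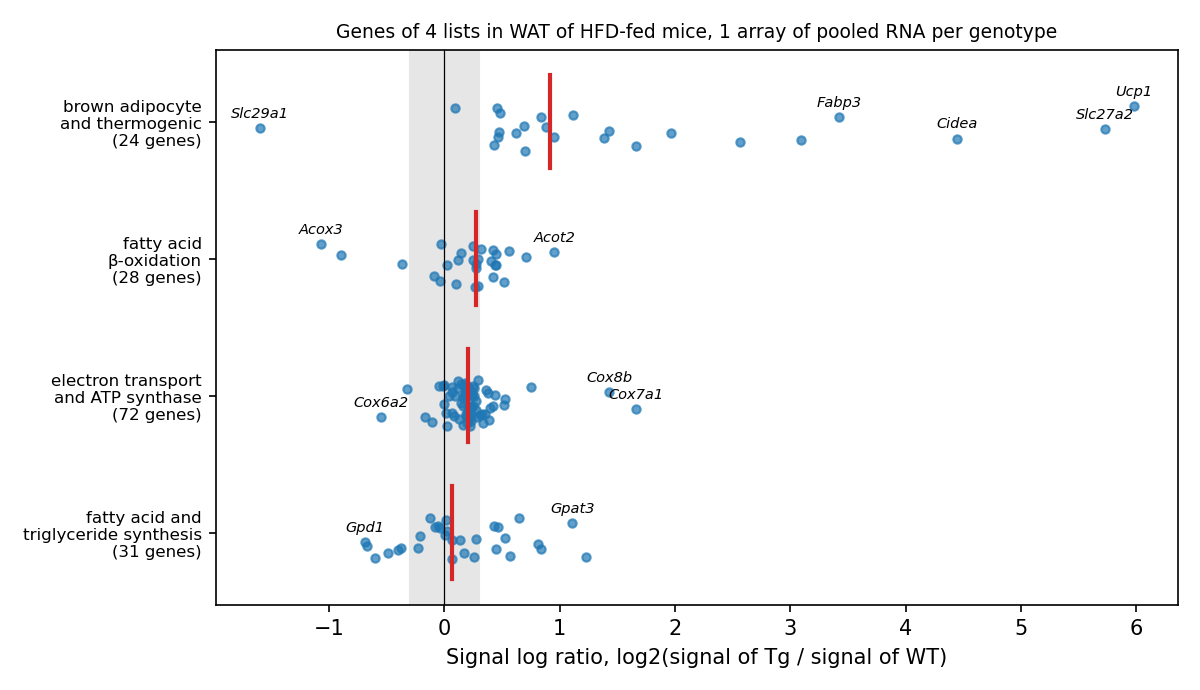
Signal log ratios, log2 (Signal of Tg/Signal of WT), of the genes in 4 lists that passed the signal filter, one point per gene, with 1 array of pooled RNA per genotype. The vertical bars are the medians of the lists, the grey band covers -0.3 to 0.3, and the vertical position within a list has no meaning. The brown adipocyte genes extend to the right of the band, up to *Ucp1*, whereas the synthesis genes lie on both sides of 0.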

We observed increased expression of genes associated with fatty acid β-oxidation and heat production, and a decrease in the genes involved in lipid synthesis (Table 1, Figure 2). To validate these microarray data, we next performed real-time PCR on selected gene targets. Consistent with the metabolic chamber data, we confirmed significant increases in the expression of *Cpt1* (WT 1.00±0.15 *vs.* Tg 2.13±0.81, *p* = 0.049) and *Mcd* (WT 1.00±0.18 *vs.* Tg 1.87±0.26, *p* = 0.021) that are involved in fatty acid β-oxidation and energy expenditure (Figure 3A). On the other hand, we observed significant decreases in the expression of the lipogenic genes *Scd1* (WT 1.00±0.33 vs. Tg 0.10±0.06, *p* = 0.014), *Dgat1* (WT 1.00±0.59 vs. Tg 0.15±0.07, *p* = 0.018), *Lpl* (WT 1.00±0.24 vs. Tg 0.25±0.02, *p* = 0.002) and *Fas* (WT 1.00±0.46 vs. Tg 0.08±0.04, *p* = 0.016). Similarly, the expression of *Scd2*, *Dgat2*, *Srebp1c* and *Acc* tended to be decreased (Figure 3B). Notably, expression of *Rip140* which is involved in the differentiation of white adipocytes was remarkably decreased (WT 1.00±0.43 *vs.* Tg 0.02±0.01, *p* = 0.002), while *Pgc1α*, a regulator of mitochondrial biogenesis, was significantly increased (WT 1.00±0.42 *vs.* Tg 16.59±8.66, *p* = 0.003) (Figure 3C).

**Figure 2:**
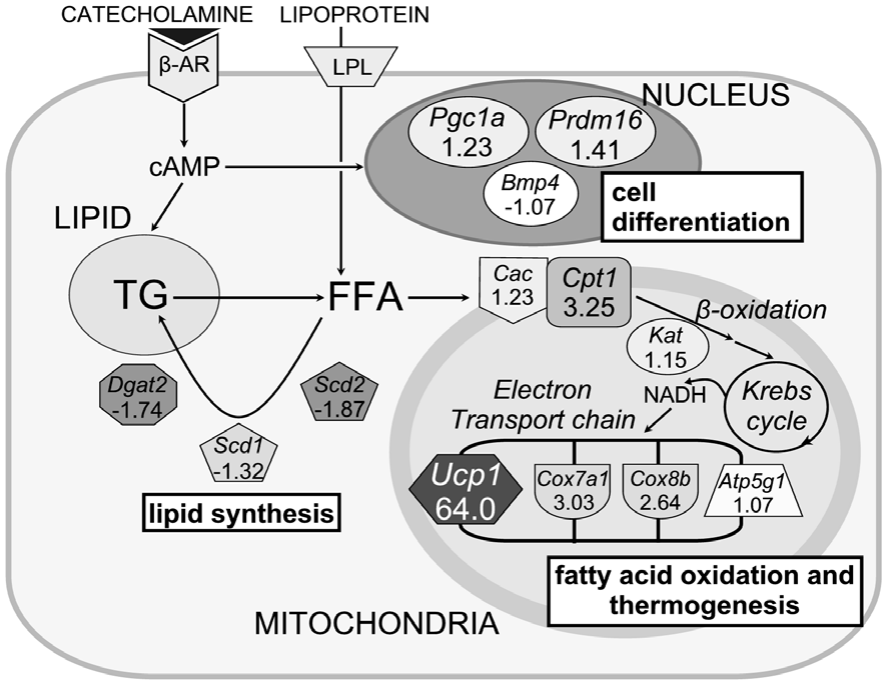
DNA microarray analysis. Metabolic pathways altered in WAT of Tg mice: cell differentiation, lipid synthesis, fatty acid oxidation, and thermogenesis. Fold changes in transcript levels are noted beneath the gene symbols. *Atp5g1*: ATP synthase, H+ transporting, F1 gamma 1, *Bmp*: bone morphogenic protein, *Cac*: carnitine/acylcarnitine translocase, *Cox*: cytochrome c oxidase, *Cpt*: carnitine palmitoyl transferase, *Dgat*: diacylglycerol acyltransferase, *Kat*: 3-ketoacyl-CoA thiolase, *Pgc1a*: peroxisome proliferator activated receptor gamma coactivator-1 alpha, *Prdm16*: PRD1-BF1-RIZ1 homologous domain containing 16, *Scd*: stearoyl-CoA desaturase.

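Among the regulators of brown adipocyte differentiation on the arrays, *Prdm16* had signals of 221.8 in WT and 298.9 in Tg, a signal log ratio of 0.43, and its other passing probe set had 0.18. *Ppargc1a*, the coactivator of mitochondrial biogenesis, was dim, with 100.1 in WT and 138.7 in Tg (0.47). Its other 4 probe sets, of which 1 passed the filter, lay between 0.57 and 1.01. *Ppara*, a nuclear receptor that drives fatty acid oxidation, had 151.2 in WT and 591.0 in Tg, and its 3 probe sets were all over 1. *Bmp4* had -0.11, and *Bmp7* was under the filter on both arrays.
Of 72 electron transport chain and ATP synthase genes, 64 had a signal log ratio over 0, 15 were over 0.3 and 2 were under -0.3. Their median was 0.21, above those of all 10000 random lists, and it was also 0.21 over the 69 genes that are not in Table 1. *Cox7a1* and *Cox8b*, the cytochrome c oxidase subunits of heart, muscle and brown fat, stood apart from the rest, with 487.5 in WT and 1539 in Tg for *Cox7a1* and 3570 in WT and 9616 in Tg for *Cox8b*. *Atp5g1* had 0.07, and the lowest values were -0.32 for *Atp5a1* and -0.54 for *Cox6a2*, a subunit of striated muscle. Of 15 regulators of mitochondrial biogenesis, 5 were over 0.3 and none was under -0.3, with a median of 0.13 at percentile 87.4, and on second-brightest probe sets, a setting chosen after the values were seen, 8 of them had a median of -0.21.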

**Figure 3:**
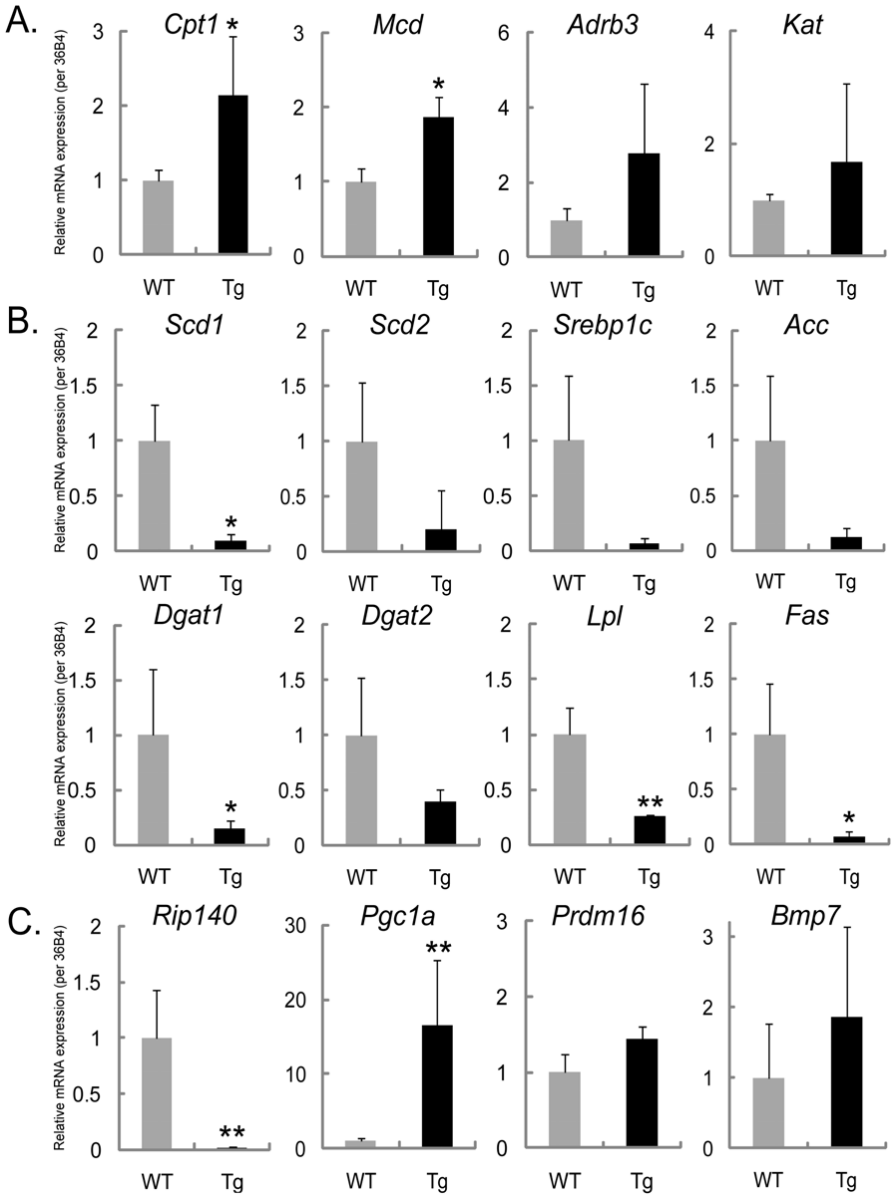
Quantitative PCR. Quantitative real-time PCR analysis of the expression of genes in WAT of 30-week-old WT and Tg mice fed a high fat diet, related to (A) fatty acid oxidation and thermogenesis, (B) lipid synthesis, and (C) cell differentiation to white/brown adipocytes. Data were normalized by the amount of *36B4* mRNA and expressed relative to the corresponding value for WAT of WT mice; Data are mean ± SEM (n = 9). *, *p*<0.05; **, *p*<0.01. *Acc*: acetyl-CoA carboxylase, *Adrb3*: beta-3 adrenergic receptor, *Fas*: fatty acid synthease, *Lpl*: lipoprotein lipase, *Mcd*: malonyl-CoA decarboxylase, *Srebp1c*: sterol regulatory element binding protein 1c.

**Table 1:** Gene expression of WAT in microarray analysis.

Gene/protein name (symbol)	UniGene ID	Fold change
**Adipokines**		
Adiponectin receptor 2 (Adipor2)	Mm.291826	1.52
Adiponectin receptor 1 (Adipor1)	Mm.259976	1.15
Adiponectin (Adipoq)	Mm.3969	1.00
Lipoprotein lipase (Lpl)	Mm.1514	−1.07
Monocyte chemotactic protein-1; chemokine (C-C motif) ligand 2 (Ccl2)	Mm.290320	−1.23
Leptin (Lep)	Mm.277072	−1.52
**Adipocyte differentiation**		
PRD1-BF1-RIZ1 homologous domain containing 16 (Prdm16)	Mm.257785	1.41
Peroxisome proliferator activated receptor gamma, coactivator 1 alpha (Pgargc1a)	Mm.259072	1.23
**Fatty acid oxidation and thermogenesis**		
Uncoupling protein 1 (Ucp1)	Mm.4177	64.00
Carnitine parmitoyltransferase 1 (Cpt1)	Mm.34881	3.25
Carnitine/acylcarnitine translocase (Cac)	Mm.29666	1.23
3-Ketoacyl-CoA thiolase B (Kat)	Mm.30417	1.15
**Lipid synthesis**		
Stearoyl-CoA desaturase 1 (Scd1)	Mm.267377	−1.32
Diacylglycerol acyltransferase 2 (Dgat2)	Mm.180189	−1.74
Stearoyl-CoA desaturase 2 (Scd2)	Mm.193096	−1.87
**Electron transport chain**		
cytochrome c oxidase, subunit VIIa 1 (Cox7a1)	Mm.12907	3.03
cytochrome c oxidase, subunit VIIIb (Cox8b)	Mm.3841	2.64
ATP synthase, H+ transporting, F1 gamma 1 (Atp5g1)	Mm.258	1.07

### Ectopic expression of UCP1, a brown adipose tissue specific protein, in white adipose tissue of PeriA Tg mice

Uncoupling protein-1 (UCP1) functions to uncouple oxidative phosphorylation and converts the proton gradient energy to heat to maintain body temperature. It is thought to be expressed exclusively in brown adipocytes, and is considered a specific marker of brown adipocytes [14]. We confirmed the ectopic expression of *Ucp1* in the WAT of Tg mice by microarray and real-time PCR (Table 1, Figure 4A). 

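On the arrays, *Ucp1* had the highest signal log ratio among genes whose passing probe sets all went the same way, predicted genes left out. Its only probe set had a signal of 115.1 in WT and 7255 in Tg, a ratio of 63.0 (signal log ratio 5.98). The WT signal was just above the filter of 98.2. *Elovl3*, a fatty acid elongase of brown fat, had 61.5 in WT and 523.7 in Tg. *Dio2*, the deiodinase that activates thyroid hormone, had 25.3 in WT and 149.2 in Tg, and its other 2 probe sets, both under the filter, had -0.51 and 0.95. *Slc27a2*, an acyl-CoA synthetase and fatty acid transporter, had 3.60 in WT and 190.4 in Tg. With signals under 56.9 raised to that floor, this is 3.35-fold. *Zic1* and *Lhx8*, which mark interscapular brown fat, had signals of at most 13.8 in Tg, far under the filter.
Of 16 beige adipocyte markers, 11 passed the filter, of which 2 were over 0.3, *Hoxc10* (0.57) and *Fgf21* (0.47), and none was under -0.3. The median of 21 markers of mature adipocytes was 0.09. Over the 11 that have a second-brightest probe set, it was -0.46 when read from it, a setting chosen after the values were seen. *Fabp4* had 0.04, at signals of 51832 in WT and 53339 in Tg. These are near the highest signals of the arrays, and whether ratios are compressed there was not tested. Because *Cox7a1*, *Cox8b* and *Fabp3* are also genes of muscle, skeletal muscle markers were examined: of 15, 7 passed the filter, and 6 of these were under -0.3, most of them at low signals, while *Acta1*, the brightest, had 5451 in WT and 5353 in Tg. The paper reasons that *Ucp1* is thought to be specific to brown adipocytes. From its signal on the array and by real-time PCR, the paper concludes that it is expressed ectopically in the WAT of Tg mice. It adds UCP1 protein by Western blot and by immunostaining, seen in smaller adipocytes of Tg but not of WT WAT. The legend of the figure with these PCR and protein data gives a chow diet, whereas the arrays are from HFD-fed mice.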

UCP1 protein expression in the WAT of Tg mice was subsequently verified by both western blotting (Figure 4B) and histological immunostaining (Figure 4C). However, despite being increased, the UCP1 expression in WAT of Tg mice was much less than was present in brown adipose tissue (Figure S2). Histological analysis revealed that UCP1 was expressed in the smaller adipocytes in the WAT of Tg mice, but not in the WAT of WT mice. In addition, the previously reported increase in CPT1 gene expression (Figure 3A) in WAT of Tg mice was also confirmed by Western blotting (Figure 4B).

**Figure 4:**
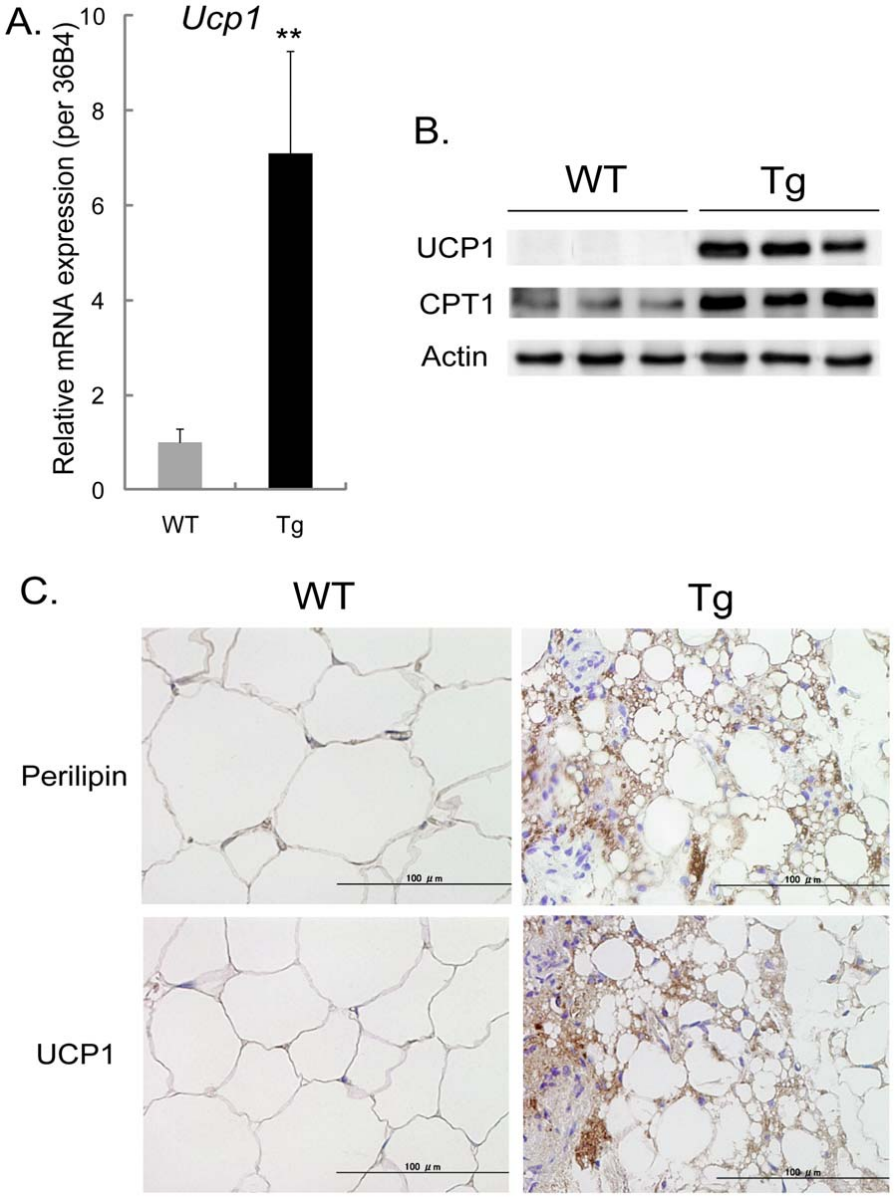
Ectopic expression of UCP1. Ectopic expression of UCP1 in WAT of 30-week-old PeriATg mice fed a chow diet. (A) Quantitative real-time PCR analysis of *Ucp1* mRNA expression in WAT of WT and Tg mice. Data are mean ± SEM (n = 7). **, *p*<0.01. (B) Western blot analysis showing UCP1 or CPT1 protein expression in WT and Tg mice. (C) Innunohistochemistry of PeriA or UCP1 in WAT of WT and Tg mice. Original magnification, ×400.

### The abundance of the lipid droplet protein FSP27 is reduced in the WAT of PeriA Tg mice

The mRNA expression of the lipid droplet protein *Fsp27* was significantly decreased in the WAT of PeriA Tg mice compared with WT mice (WT 1.00±0.22 *vs.* Tg 0.18±0.05, *p* = 0.0007) (Figure 5A). Similarly, protein expression of FSP27 and RIP140 were decreased in Tg mice (Figure 5B). As would be expected, the protein content of PeriA was clearly increased in the WAT of Tg mice when compared to control (Figure 5B).

**Figure 5:**
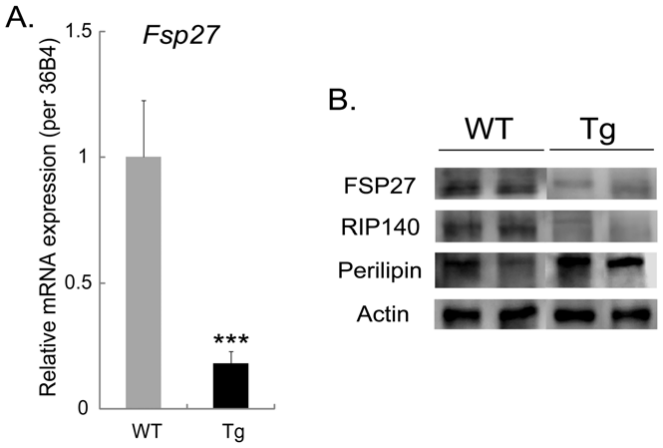
FSP27 expression *in vivo*. Alteration in the expression of lipid droplet proteins *in vivo*. (A) Quantitative real-time PCR analysis of *Fsp27* mRNA expression in WAT of WT and Tg mice. Data are mean ± SEM (n = 7). ***, *p*<0.001. (B) Western blot analysis for FSP27, RIP140 and PeriA in WAT of WT and Tg mice.

### Expression of FSP27 was directly attenuated by PeriA overexpression *in vitro*

To further study the relationship between the expression of PeriA and FSP27 in adipocytes, we used an adenoviral system to overexpress human PeriA in cultured 3T3-L1 adipocytes. Overexpression of PeriA resulted in a dramatic reduction in lipid droplet size in cultured 3T3-L1 adipocytes (Figure 6A). This reduction in lipid droplet size was accompanied by a decrease in FSP27 protein expression (Figure 6B). These observations are consistent with our *in vivo* data from the WAT of the PeriA Tg mice. FSP27 locates on the surface of lipid droplets much like PeriA and functions to promote the formation of unilocular lipid droplet in white adipocytes [11]. Interestingly, our western blot data reveal that there is an inverse relationship between expression of PeriA and FSP27 (Figure 6B). Furthermore, we analyzed the mRNA expression level for genes involved in adipocyte differentiation, lipid synthesis, and fatty acid β-oxidation in PeriA-overexpressed 3T3-L1 samples. Consistent with our observations in the WAT of Tg mice, we observed down-regulation of *Rip140* and up-regulation of *Pgc1a*. Also, we observed increased expression of genes associated with fatty acid oxidation and mitochondrial biogenesis, and a decrease in the genes associated with lipid synthesis (Figure 6C).

**Figure 6:**
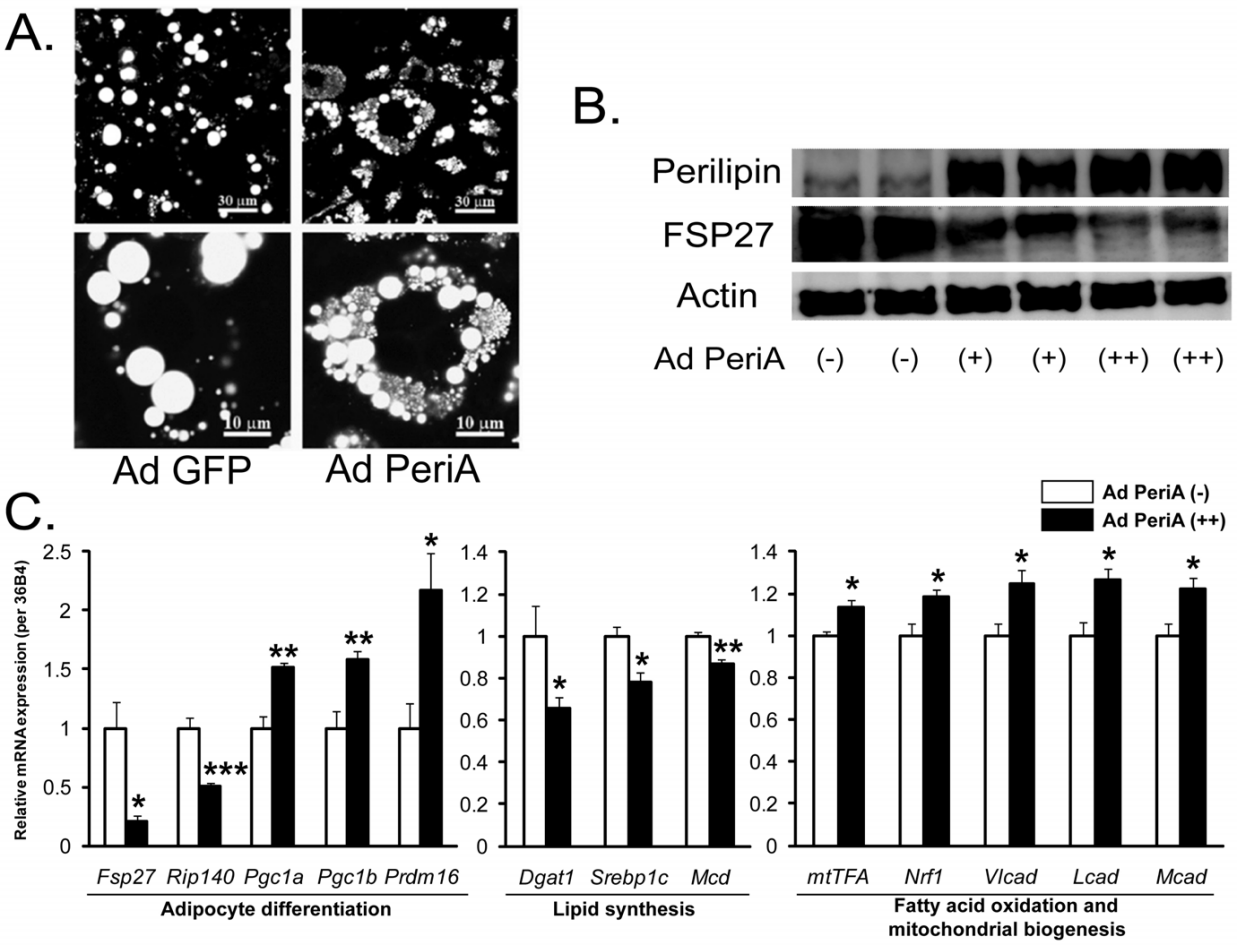
*In vitr*o experiments. Change of lipid droplet size and protein expression *in vitro*. (A) Microscopic images of 3T3-L1 adipocytes transfected human PeriA or GFP (control) using adenoviral system plus lipofection methods. (B) Western blot analysis for lipid droplet surface proteins (PeriA and FSP27) and Actin (as an internal control) in 30µg of lysates of day10 3T3-L1 cells treated with adenovirus PeriA (Ad PeriA). PeriA protein content increased dose-dependently with increasing PeriA viral titer in 3T3-L1 cells. Signs in a figure ((−), (+) and (++)) mean the amount of transfected adenovirus (none, single and double quantity). (C) Quantitative real-time PCR analysis of mRNA expression in cultured 3T3-L1 cells (white bar, Ad PeriA(−): black bar, Ad PeriA(++); Data are mean ± SEM (n = 6). *, *p*<0.05; **, *p*<0.01; ***, *p*<0.001). *mtTFA*: mitochondrial transcription factor A, *Nrf1*: nuclear respiratory factor 1, *Vlcad*: very long-chain acyl-CoA dehydrogenase, *Lcad*: long-chain acyl-CoA dehydrogenase, *Mcad*: medium-chain acyl-CoA dehydrogenase.

## Discussion

It has been previously reported that Peri knockout mice lack the ability to store lipid due to a chronic low level of lipolysis, and therefore have diminished adipose depots and are obesity-resistant [6], [7]. We initially hypothesized that overexpression of PeriA in Tg mice would cause increased storage of lipid in adipose tissue and promote an obese phenotype. However, our original characterization of the PeriA Tg mice revealed that these animals had less adipose tissue and were resistant to diet-induced obesity [13]. We suggested that one mechanism underlying the resistance to HFD-induced obesity in PeriA Tg mice was an upregulation of oxidative genes in brown adipose tissue (BAT) [13]. In the current study, we further analyzed various metabolism-related proteins in WAT, and confirmed that the expression of genes related to β-oxidation and thermogenesis were increased in WAT as well as BAT. We performed a microarray to expand these initial findings. Our DNA microarray and RT-PCR data revealed an upregulation of *Ucp1*, a brown adipocyte specific protein, in WAT of Tg mice. This increase was also confirmed by Western blot analysis. Histological analysis of the WAT demonstrated the robust expression of UCP1 protein within small adipocytes that were located between larger white adipocytes. These small adipocytes are not observed in the WAT of WT mice and appear to have a morphology more similar to brown adipocytes. While only a small number of adipocytes appear to adopt this brown-like phenotype within the WAT of Tg mice, it has recently been reported that these “brite” (brown-in-white) adipocytes are metabolically significant as they can counteract obesity by contributing to thermogenesis [15]. The observed reduction in lipid droplet size and decreased mRNA expression of lipogenic genes in WAT of Tg mice might be a secondary change caused by increased fatty acid oxidation. However, it is possible that overexpression of PeriA results in a direct reduction in lipid droplet size and expression of lipogenic genes as we observed a reduction in lipid droplet size when PeriA was overexpressed in culture.

In recent reports about development and differentiation of adipocytes, it is recognized that the adipoblasts, which are derived from mesenchymal stem cells and exist around capillaries in adipose tissue, will be differentiated to brown adipocytes by factors such as PRDM16, BMP7, or PGC1α [16]–[19]. In contrast, when RIP140, a co-repressor of many nuclear receptors is present, the adipoblasts will be differentiated into white adipocytes [16], [20]. RIP140 is also reported to interact directly with PGC1α and suppress its activity [21]. These facts suggest the possibility that progenitor adipocytes could develop into brown adipocytes by changing the gene expression of these key metabolic controlling factors. In this study we observed a remarkable decrease of *Rip140* mRNA and increase of *Pgc1a* mRNA. These data suggest a potential mechanism for the observed increase in UCP1 expression with PeriA overexperssion. We hypothesize that PeriA overexpression alters the expression of these key regulators of differentiation in adipoblasts which are present in WAT and causes these progenitor adipocytes to differentiate into brown adipocytes.

Overexpression of PeriA *in vivo* causes a reduction in FSP27 protein expression. Consistent with this observation, we demonstrated *in vitro* an inverse relationship exists between FSP27 protein expression and PeriA expression. This phenomenon is likely due to a simple competition theory because both proteins preferentially locate to lipid droplets. Recently, FSP27 knockout mice have been described to have a phenotype of obesity-resistance, elevated oxygen consumption, extremely reduced WAT mass and smaller white adipocytes with multilocular lipid droplets [11], [12]. In addition, genes related to fatty acid β-oxidation and mitochondrial biosynthesis were significantly increased in FSP27 knockout mice [11], [12]. These data are very similar to the data presented in this manuscript where we report that PeriA overexpression causes a significant reduction in FSP27 which is associated with decreased adipocyte size, upregulation of genes involved in fatty acid oxidation and a decrease in lipogenic genes. Our data suggest that the attenuation of FSP27 by overexpression of PeriA was the trigger for the down-regulation of RIP140 and up-regulation of PGC1α, which caused progenitor adipocytes to differentiate into brown adipocytes rather than white adipocytes. This increase in brown adipocyte-like metabolic activity resulted in an increase in energy expenditure. Although FSP27 acts as a regulator to control gene expression of crucial metabolic regulators [12], the mechanism of how the lipid droplet related structural protein FSP27 reduces the expression of transcriptional factor RIP140 has not been clarified and requires further investigation. We hypothesize that a change of intracellular environment in the adipocyte itself such as “the size of the lipid droplets” or “the composition of the lipid droplet proteins”, can alter the characteristics of the adipocyte.

We revealed that PeriA overexpression results in resistance to diet-induced obesity, increased energy expenditure and reduced lipid synthesis *in vivo*, and that the basis for these effects was the induction of a a BAT-like phenotype in WAT due to a decrease in FSP27 expression. Our data suggest that modulation of lipid droplet proteins in white adipocytes is a potential therapeutic strategy for the treatment of obesity and its related disorders.

## Materials and Methods

### Ethics Statement

All animal care and experimental procedures in this study were approved by Hokkaido University Animal Experiment Committee (approval number: 08-0358) and carried out according to guidelines for animal experimentation of Hokkaido University.

### Antibodies

Polyclonal anti-perilipin antibody was generated as previously described [22]. Anti-UCP1 antiboby was a kind gift from Prof. Teruo Kawada (University of Kyoto, Kyoto, Japan) [23], and anti-FSP27 antibody was generated by Dr. Yoshikazu Tamori, et al (Kobe University, Kobe, Japan) [11]. Anti-RIP140 antibody was purchased from Abcam plc (Cambridge, UK). Anti-actin antibody, anti-CPT1 antibody, and horseradish peroxidase-conjugated anti-goat IgG were purchased from Santa Cruz Biotechnology Inc (Santa Cruz, CA). Horseradish peroxidase-conjugated anti-rabbit IgG was purchased from BIO-RAD Laboratories (Hercules, CA).

### Animal experiments

We generated transgenic mice that overexpressed human PeriA using the adipocyte specific aP2 promoter/enhancer [13]. All PeriA Tg mice used for the study were female, and heterozygous for the transgene. Littermates that lacked the transgene were used as controls (WT). Relative to WT littermates, PeriA protein levels were increased 2-fold in WAT and 5-fold in BAT of Tg mice. Mice were housed in a pathogen-free barrier facility at the Institute for Animal Experimentation at Hokkaido University. All mice were housed at room temperature, maintained on a 12 h light/dark cycle, given free access to water, and fed a standard chow diet (5.3% calories from fat; Oriental Yeast Co., ltd. MF, Tokyo, Japan) or a HFD (60% calories from fat; Research Diets #D12492, New Brunswick, NJ) for 25 weeks (from the age of 5 weeks to 30 weeks). Food intake and body weight were monitored weekly. On the day prior to tissue harvest at 30 weeks, food was removed at 21:00 h for an overnight fast. After the anesthetization with isoflurane (Abbott Japan, Tokyo, Japan), WAT from visceral (perigonadal) and subcutaneous depots were rapidly dissected out and processed for subsequent analysis.

### Measurement of oxygen consumption of HFD-fed Tg mice

Oxygen consumption of 30-week-old mice in the fed condition was measured with an open-circuit-type metabolic chamber (MM202R; Muromachi Kikai, Tokyo, Japan) every 3 minutes for 48 hours (12-hour dark/12-hour light cycle) at 25°C. Data were normalized to fat-corrected body weight (BW – the mass of subcutaneous and perigonadal white adipose tissue). Energy expenditure was calculated using the following formula: ([1.07×respiratory quotient +3.98]× VO_2_ ×4.2×60/body weight of a mouse). Measurement of oxygen consumption in isolated white adipocytes was performed as previously described [11].

### DNA microarray analysis

Total RNA extraction was performed by using Ribopure Kit (Ambion, Austin, TX), according to the manufacturer's instructions. To minimize individual variation as a source of gene-expression variance, RNA samples were pooled, one pool representing the three HFD-fed Tg mice (4µg from each sample) and one representing the three HFD-fed WT mice (4µg from each sample). RNA (2µg from each pool) was reverse transcribed to cDNA and tagged with biotin with one-cycle target labeling and hybridized according to the standard protocol using Mouse Genome 430 2.0 array (Affymetrix), which was then washed, stained, and scanned. The results obtained from these samples were analyzed with the GeneChip Operating Software ver1.4. The detection algorithm uses probe pair (includes perfect-match (PM) and mismatch (MM)) intensities to generate a detection *p*-value and assign a Present, Marginal, or Absent call. A two-step procedure determines the detection *p*-value for a given probe set: the first step calculates the discrimination score R for each probe pair, by a formula R = (PM−MM)/(PM+MM). The second step tests the discrimination scores against the user-definable threshold *Tau*. The One-Sided Wilcoxon's Signed Rank test is the statistical method employed to generate the detection *p*-value. It assigns each probe pair a rank based on how far the probe pair discrimination score is from *Tau*. The detection *p*-value cut-offs, *Alpha 1* (*α1*) and *Alpha 2* (*α2*), provide boundaries for defining Present, Marginal, or Absent calls. Any *p*-value that falls below *α1* is assigned a ‘Present’ call, and above *α2* is assigned an ‘Absent’ call. Marginal calls are given to probe sets which have *p*-values between *α1* and *α2*. The settings of quantitation parameters were: *α1* = 0.05, *α2* = 0.065, *Tau* = 0.015. The genes detected to be ‘Present’ in the data from the microarray were passed to further analysis. Signal is a quantitative metric calculated for each probe set, which represents the relative level of expression of a transcript. The signal log ratio estimates the magnitude and direction of change of a transcript, which is calculated by log_2_ (Signal of Tg/Signal of WT). Differentially expressed probe sets were selected based on filtering by signal log ratio under −0.3 or over 0.3. 

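With this threshold, 4232 of the 23713 probe sets that passed the filter had a signal log ratio over 0.3 and 5101 were under -0.3. Past a 2-fold change, 304 were over 1 and 739 were under -1. The probe sets over 0.3 made up 45.3% of those past the threshold, and 59.6% after median centring of the arrays, with 5998 over 0.3 and 4065 under -0.3. The threshold is smaller than the pooled SD between probe sets of one gene.
Genes were ranked when they passed the filter with passing probe sets that all went the same way, predicted genes left out. Besides *Ucp1*, the genes with the highest signal log ratios were *Slc27a2*, *Cidea*, *Fabp3*, *Ccn4*, *Hdgfl1*, *Elovl3*, *Foxs1*, *Utf1*, *Dio2*, *Slc5a5* and *Morn4*. Of these 12 genes, 8 had a WT signal under 56.9, and their ratios rest on signals near the lower end of the array. Their ranks depend on this: with signals under 56.9 raised to that floor, *Slc27a2* had 1.74, *Ccn4* 1.17 and *Hdgfl1* 0.97. *Acsm3*, not among the 12, had 2.24. *Foxs1*, a forkhead transcription factor, had 17.6 in WT and 139.4 in Tg. *Ccn4*, a secreted protein of the CCN family, had 14.8 in WT and 128.4 in Tg, and its other probe set, under the filter, had -0.86. The 12 genes with the lowest values were *Magea7-ps*, *Gpr50*, *Lpin3*, *Mobp*, *Suv39h2*, *Btnl2*, *Inka2*, *Krtap12-1*, *Nuf2*, *Il1f10*, *Il20* and *Pvalb*. All 12 had a Tg signal under 56.9. With the floor, *Gpr50* had -4.97, *Pvalb* -2.78 and the other 10 genes from -2.27 to -0.86. *Tph2*, not among the 12, had -2.90. *Gpr50*, an orphan receptor related to the melatonin receptors, had a signal of 1779 in WT and 36.4 in Tg on its brightest probe set, and 366.5 in WT and 19.0 in Tg on the other. *Pvalb*, a calcium-binding protein of fast muscle, had 391.0 in WT and 49.6 in Tg. The other 10 genes of this group had WT signals from 103.6 to 275.0.

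**Figure D2:**
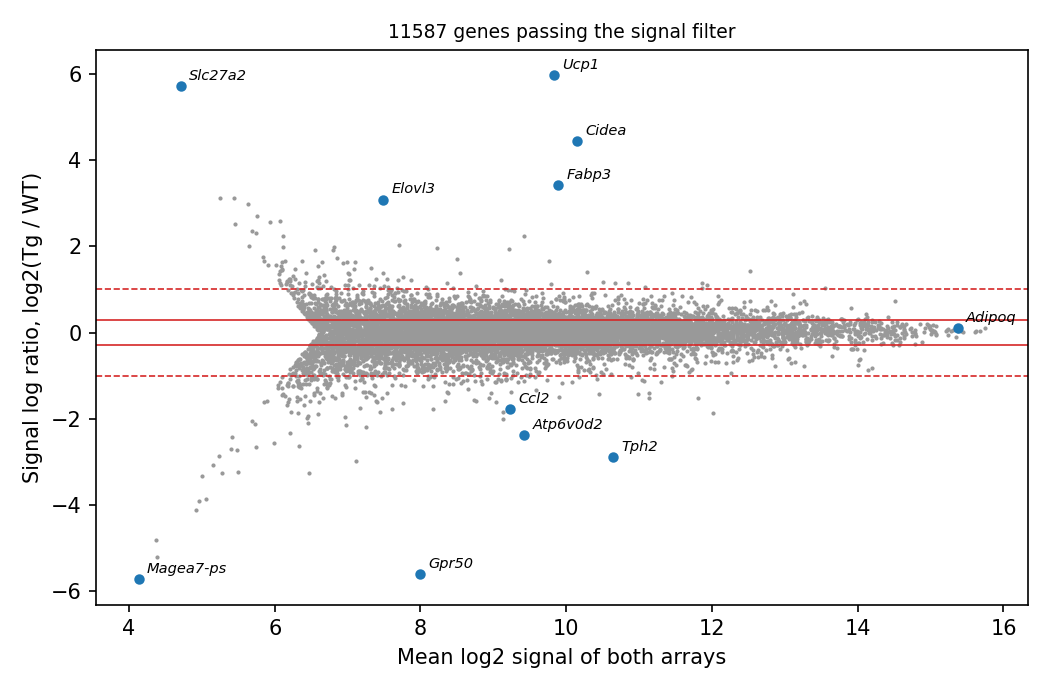
Signal log ratio, log2 (Signal of Tg/Signal of WT), against the mean log2 signal of both arrays for 11587 genes that passed the signal filter, one point per gene. Solid lines mark 0.3 and -0.3, dashed lines mark 1 and -1, and named genes are drawn as larger points. The scatter is wider at low signals, and the white notch at the left comes from the filter on the higher of the 2 signals.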

The microarray data files have been submitted to the Gene Expression Omnibus (GEO) and the accession number is GSE21754.

### Quantitative PCR

For each gene that was determined to have expression differences in the DNA microarray, we evaluated actual differences by real-time PCR. cDNA was synthesized from 0.5µg of total RNA (High Capacity RNA-to-cDNA kit, Applied Biosystems, Warrington, UK). Real-time PCR was performed in triplicate on a 7500 Fast Real Time PCR system in 20µl total volume reactions using SYBR® Green PCR Master Mix (Applied Biosystems, Warrington, UK). Primers were designed using Primer Express. Data were analyzed by comparative critical threshold (Ct) method [24] and normalized to an endogenous control gene (*36B4*: acidic ribosomal phosphoprotein P0). Percent difference was calculated by 2^−ddCt^. The primers (sense and antisense, respectively) were as follows: *36B4*, 5′- GAG GAA TCA GAT GAG GAT ATG GGA-3′ and 5′- AAG CAG GCT GAC TTG GTT GC-3′; *Scd1*, 5′- GAG GCC TGT ACG GGA TCA TA-3′, 5′- CAG CCG AGC CTT GTA AGT TC-3′; *Scd2*, 5′- TGT CGC TGA GGT CTG AAG C-3′, 5′- TGT GGT GGT GGC TGA GTA AG-3′; *Dgat1*, 5′- ACG GAT CAT TGA GCG TCT CT-3′, 5′- TAG AAC TCG CGG TCT CCA A-3′; *Dgat2*, 5′- AGG CCC TAT TTG GCT ACG TT-3′, 5′- CAT CAG GTA CTC GCG AAG C-3′; *Srebp1c*, 5′- ATC TCC TAG AGC GAG CGT TG-3′, 5′- TAT TTA GCA ACT GCA GAT ATC CAA G-3′; *Lpl*, 5′- AGT AGA CTG GTT GTA TCG GG-3′, 5′- AGC GTC ATC AGG AGA AAG G-3′; *Acc*, 5′- AAC ATC CCC ACG CTA AAC AG-3′, 5′- CTG ACA AGG TGG CGT GAA G-3′; *Fas*, 5′- CCC TTG ATG AAG AGG GAT CA-3′, 5′- GAA CAA GGC GTT AGG GTT GA-3′; *Rip140*, 5′- ATG GGT GTT GTC CCT TCC TC-3′, 5′- AAC TGC TCG CTC TCT CGT TC-3′; *Pgc1a*, 5′- ATG TGT CGC CTT CTT GCT CT-3′, 5′- CAC GAC CTG TGT CGA GAA AA-3′; *Prdm16*, 5′- CAG CAC GGT GAA GCC ATT C-3′, 5′- GCG TGC ATC CGC TTG TG-3′; *Bmp7*, 5′- CCT GTC CAT CTT AGG GTT GC-3′, 5′- GCC TTG TAG GGG TAG GAG AAG-3′; *Cpt1*, 5′- CCA ATC ATC TGG GTG CTG G-3′, 5′- AAG AGA CCC CGT AGC CAT CA-3′; *Mcd*, 5′- TCC CTG GAT TCA CCA AGT GG-3′, 5′- TTC CTC CCA TGC TCC TTC C-3′; *Adrb3*, 5′-GCT GAC TTG GTA GTG GGA CTC-3′, 5′- TAG AAG GAG ACG GAG GAG GAG-3′; *Kat*, 5′- TGG CAC TCT CTG GGT TGT G-3′, 5′- GCA GGT TGT CAC GCT ACT CA-3′; *Ucp1*, 5′- GAT GGT GAA CCC GAC AAC TT-3′, 5′- CTG AAA CTC CGG CTG AGA AG-3′; *mtTFA*, 5′- AGT TCC CAC GCT GGT AGT GT-3′, 5′- GCG CAC ATC TCG ACC C-3′; *Nrf1*, 5′- CAG CAA CCC TGA TGG CAC CGT GTC G-3′, 5′- GGC CTC TGA TGC TTG CGT CGT CTG G-3′; *Vlcad*, 5′- GAA TGA CCC TGC CAA GAA CGA-3′, 5′- ATG CCC ACA ATC TCT GCC AAG-3′; *Lcad*, 5′- GGA CTC CGG TTC TGC TTC CA-3′, 5′- TGC AAT CGG GTA CTC CCA CA-3′; *Mcad*, 5′- CAA CAC TCG AAA GCG GCT CA-3′, 5′- ACT TGC GGG CAG TTG CTT G-3′; *Fsp27*, 5′- GCC CAG TTC CTT CCT TTC TG-3′, 5′- AAC ACT CTC TCG CAC ACC TC-3′.

### Immunoblot analysis

Frozen subcutaneous WAT was homogenized in a Tris-EDTA buffer containing 10mM Tris/HCl (pH7.4) and 1mM EDTA, centrifuged for 10 minutes at 4°C, 800g and collected middle layer [25]. Equal amounts (30µg) of proteins were separated on 10% SDS-polyacrylamide gel and transferred to a nitrocellulose membrane. Primary antibodies used were UCP1 (1∶3000), CPT1 (1∶1000), FSP27 (1∶500), RIP140 (1∶1000), PeriA (1∶2000), and Actin (1∶2000). Actin was used as a loading control. Secondary antibodies were horseradish peroxidase-conjugated anti-rabbit IgG (UCP1, FSP27, RIP140 and PeriA) or anti-goat IgG (CPT1 and Actin). Western blot analysis was performed using Amersham ECL Advance Western Blotting Detection Kit (GE Healthcare, Little Chalfont, UK) and detection was made using a CCD-camera system LAS-4000UVmini (Fujifilm, Tokyo, Japan).

### Immunohistochemistry

Subcutaneous WAT were dissected, fixed, embedded in paraffin, and sectioned. Sections were deparaffinized, treated with 1% H_2_O_2_ methanol, pre-incubated with 10% goat serum and exposed to primary antibodies: UCP1 (1∶1000), perilipin as positive controls (1∶100). Sections were then incubated with Biotin-conjugated anti-rabbit IgG, treated with peroxidase-conjugated streptavidin, and stained with DAB substrate kit (Nichirei Bioscience, Tokyo, Japan).

### Cell culture and transfection

3T3-L1 preadipocytes were grown in Dulbecco's modified Eagle's medium (DMEM) containing 10% fetal calf serum (FCS) and seeded on 12-well plates. After reaching confluence, cells were differentiated using 10µg/ml insulin, 0.5mM 3-isobutyl-1-methylxanthine, 1µM dexamethasone in DMEM containing 10% fetal bovine serum (FBS). Following 48 h of incubation, medium was replaced with DMEM only containing 10% FBS, and recombinant adenovirus expressing the construct of PeriA was transduced into the cultured cells with LipofectAMINE Plus™ (Invitrogen, Carlsbad, CA) which protocols were previously described [9], [26], [27]. The human PeriA vector was generated and verified as previously described [13], and various amounts of the vector was transfected to investigate relationships between expressional levels of PeriA and FSP27, and size of lipid droplets [28]. 5 days after transfection, cells were fixed for histology or harvested for immunoblot analysis or quantitative PCR as described above.

### Statistical analysis

Data were analyzed using two-sided Student's *t*-test and significance was set a *p*<0.05. Results are presented as mean values ± SEM.

## Supporting Information

Figure 1 Oxygen consumption of adipocytes isolated from inguinal WAT of wild-type and PeriA Tg mice. An arrow indicates the addition of 10μM norepinephrine (NE). Data are mean ± SEM of values from three independent experiments.
(177KB TIF) Click here for additional data file.

Figure 2 Western blot analysis showing UCP1 protein expression in both BAT and inguinal WAT of WT and Tg mice fed a chow diet. Equal amount (30μg) of proteins was electrophoresed. Actin was used as a loading control.
(511KB TIF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

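Gene expression was measured in perigonadal WAT of female PeriA Tg and WT mice, 30 weeks old and fed the HFD for 25 weeks, on 2 Affymetrix mouse genome arrays. RNA of 3 mice was pooled before labelling, and each pool was hybridised to 1 array. The genotype of each array was taken from the sample labels and the paper.

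The authors made the deposited intensity values with GeneChip Operating Software ver1.4; the submitters' processing notes name MAS5, with no version. MAS5 combines perfect-match and mismatch probes into 1 signal per probe set on a linear scale, which can be very small when the mismatch probes are as bright, and scales each array as a whole. The 2% trimmed mean of each array was 500.0. The authors kept probe sets with a Present call, and this step is not included in the deposited table, which holds all 45101 probe sets.

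From the deposited signals, the log2 ratio of Tg over WT was computed without further normalization or pseudocount, since this is the signal log ratio of the paper's methods. The 64 control probe sets were left out of counts and genes. A probe set passed the filter when the higher of its 2 signals was at least 98.2, the median of all signals on both arrays, which stands in for the Present call. Gene names came from the annotation of the platform, and probe sets with several symbols or none named no gene. A gene's value is that of its brightest probe set by mean log2 signal. The probe sets of *Plin1* and *Adrb3* are not listed there, and *Cpt1b* shares its only listed probe set with other genes.

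With 1 array per group, there is no test and no p-value. The median log2 ratio of a gene list was set against 10000 random lists of the same size, drawn from genes in the same of 20 bins of mean log2 signal, and its percentile describes these 2 arrays only. The lists, the markers of other cell types, the filter, the alternatives and the rule for named genes were fixed before the data were examined, whereas the fold changes of Table 1 had been seen. The rule named every gene of Table 1 and of the paper's figures on mRNA, the 12 genes with the highest and the 12 with the lowest log2 ratio whose passing probe sets all went the same way, predicted genes excluded, up to 4 members of each list with the largest values, and check genes of sex and substrain. Genes named beyond this rule were chosen after their values were seen. Of 37 lists, 33 had at least 3 members passing the filter and were compared with random lists.

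The alternatives were median centring, quantile normalization, loess on mean log2 signal with a span of 0.3, a pseudocount of 25.1 (the 25th percentile of all signals), a floor of 56.9 (the 40th percentile), no filter, a stricter filter at 470.5 (the 75th percentile), the median over the probe sets of a gene, the brightest probe set without a suffix for shared or similar transcripts, genes in place of probe sets, and rounding of the log2 ratio to 1 decimal. A pair of further settings, the second-brightest probe set of a gene and lists without the genes of Table 1, were chosen after the values were seen. The number of arrays limits the precision, and the pooled SD of 0.41 between probe sets of one gene covers only the reading of the same pools.

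The list comparison was tested on simulated data in which the log2 ratios of 11587 genes were permuted among genes of similar signal and 200 genes were shifted by known amounts. Of lists of 20 genes shifted by 0.5 or by 1 in either direction, 100% fell outside the 95% range of random lists, against 6% of 200 lists of unshifted genes. The permutation breaks any shared behaviour of genes within a list, so that the 6% need not hold for real lists. Shifts smaller than 0.5 were not simulated. Of the unshifted genes, 33.3% were past 0.3 or -0.3, since the permutation keeps the real spread. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9. Scanner files, detection calls and the places of the probes along the transcripts were not analysed here.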

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

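The tests of explanations in this part were chosen after the results were seen. The settings for scaling and low signals that some of them use, loess among these, were among the alternatives fixed earlier. The tests concern genes outside Table 1, gene groups that the paper does not analyse, and a pattern among probe sets that includes genes of Table 1. The brown adipocyte list that one test uses also includes genes of Table 1. Each value compares 1 array of pooled RNA with 1 other.

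Brown adipocyte genes outside Table 1 were among the genes with the highest log2 ratios: *Cidea* at 4.44, *Fabp3* at 3.43 and *Elovl3* at 3.09. Against skeletal muscle in the Tg tissue as the source of the shared genes of muscle and brown fat, skeletal muscle markers had a median log2 ratio of -0.71, both over the 7 that passed the filter and over all 15 without it, and the brightest, *Acta1*, had -0.026. Against the scaling of the arrays or low signals, the lowest median of the brown adipocyte list over 5 such settings was 0.84, above the range of random lists. This was the whole list of 24 genes, with those of Table 1. The 19 others had a median of 0.88 from the signals as deposited, and these settings were not applied to them alone. Brown fat from another depot stays open, since *Zic1* and *Lhx8* had Tg signals of at most 13.8, and a small share of such tissue could leave both under the filter. The genotype and differences between mice also stay open and cannot be separated with 1 pool each.

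Macrophage markers were lower on the Tg array, with a median log2 ratio of -0.52 over 25 genes, of which 17 were under -0.3 and none was over 0.3. A lower share of all cells other than adipocytes would lower endothelial markers alike, but these had a median of -0.061. Fibroblast and preadipocyte markers had -0.01, mast cell and neutrophil markers 0.08 and mesothelial markers 0.29. Other lists were on the lower side, with -0.24 for smooth muscle and pericytes, -0.22 for T and NK cells and -0.17 for B and plasma cells. A lower share of some cell types besides macrophages therefore stays open. Shorter labelled cRNA on the Tg array may contribute, and it cannot be told apart here: the 95% range of medians of matched random lists began at -0.073, but these lists were not matched on where the probes lie along the transcripts. The 7 macrophage genes with a second passing probe set had a median of -0.14 on it. The lower fat mass that the paper cites for these mice, and the genotype itself, are biological explanations that were not tested.

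Another pattern concerns probe sets of one gene. In 5415 pairs at least 1 log2 unit apart in signal, the dimmer probe set had a log2 ratio lower than that of the brightest by a median of -0.15, and *Scd1*, *Scd2* and *Dgat2* are among these genes. A scaling difference that depends on signal is argued against as the whole cause by a median of -0.11 after loess. Saturation of the brightest probe sets is argued against where the brightest was under a log2 signal of 11, by a median of -0.16. These pairs leave out *Scd1*, *Scd2* and *Dgat2*, whose brightest probe sets had signals of at least 16266 (*Dgat2* in Tg). Saturation therefore stays open for *Scd1*, *Scd2* and *Dgat2*. Shorter labelled cRNA on the Tg array is a candidate explanation, since all 8 pairs of probe sets for poly-A controls had a lower 5' value, with a median of -0.55, beyond the hybridisation controls at -0.15 to 0.31. The pairs are not independent, since Dap, Lys, Phe and Thr each appear repeatedly among the poly-A pairs. The hybridisation controls repeat in the same way. For the mouse transcripts *Actb*, *Gapdh* and *Pcx*, 5' minus 3' had a median of -0.25, and the middle minus the 3' probe set of *Pcx* had -1.63, so that the size of the effect on *Scd1*, *Scd2* and *Dgat2* is not known and lower mRNA in Tg WAT stays open.

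Other gene groups lay beyond nearly all random lists. Median log2 ratios were 0.31 for the tricarboxylic acid cycle, 0.33 for circadian clock genes and 0.29 for mesothelial markers. They were -0.31 for the extracellular matrix and -0.74 for the cell cycle. Genes that accompany the expansion of WAT in obesity had -0.73, or -0.72 without *Lep* and *Ccl2*, which stand in Table 1. On second-brightest probe sets, the medians were 0.20 for the tricarboxylic acid cycle, 0.45 for clock genes, -0.025 for mesothelial markers and -0.75 for WAT expansion. Some single genes whose higher signal passed the stricter filter had large values. *Acsm3*, a medium-chain acyl-CoA synthetase, had 2.24. *Gpr50* had -5.61, or -4.97 with its Tg signal raised to the floor of 56.9. *Tph2*, tryptophan hydroxylase of serotonin synthesis, had -2.90, and *Clcn5*, a chloride/proton exchanger, had -2.02. *Atp6v0d2*, a subunit of the proton pump of lysosomes, had -2.38 and is also a member of the macrophage list.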

How the results depend on the processing

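The settings of the second-brightest probe set and of lists without the genes of Table 1 were chosen after the values were seen. Counts depended mainly on the filter. Over 0.3, under -0.3, over 1 and under -1 there were 12217, 13707, 4723 and 5500 probe sets with no filter, 1671, 1742, 51 and 160 with the stricter filter, and 1929, 1963, 118 and 217 genes in place of probe sets, since each of these changes which are counted. Dim probe sets, which enter without the filter, had wider log2 ratios, with an SD of 2.12 under a mean log2 signal of 4. The pseudocount, which shrinks ratios of dim probe sets, gave 174 over 1 and 462 under -1. All other counts stayed within 1.5 times. The median of the brown adipocyte list lay between 0.75 and 1.13 in every setting. For β-oxidation, the median was 0.36 after median centring and 0.20 on second-brightest probe sets. For the electron transport chain, it was 0.29 after median centring, 0.16 after quantile normalization, 0.17 after loess and 0.19 with the brightest probe set without a suffix. For fatty acid and triglyceride synthesis, it was -0.059 on second-brightest probe sets and between 0 and 0.15 otherwise. On second-brightest probe sets, medians also changed sign for beige markers (-0.46 over 5 genes), mature adipocyte markers (-0.46 over 11), regulators of mitochondrial biogenesis (-0.21), mesothelial markers (-0.025) and fasting genes (-0.008), and beige markers had -0.051 with the stricter filter and -0.055 with the median over probe sets. B and plasma cell markers had 0.005 with the stricter filter, and some lists with a median near 0, such as endothelial markers, changed sign as well. Over all lists, 281 medians moved by less than their bootstrap SD over members and 44 by more. Of the values of single genes, 377 moved by less than the SD between probe sets, 51 moved by more, and 7 turned from past 0.3 or -0.3 to the other sign: *Acaca* to -0.026 with the median over probe sets and -0.51 on the second-brightest, *Cpt1a* to 0.078 and 0.20, *Tfam* to -0.12 and -0.55, and *Acaa1a* to 0.18 on the second-brightest. Genes nearer to 0 changed sign as well, among them *Nrip1* to 0.37 and *Scd1* to -0.36 on the second-brightest, and *Adipor1* to -0.39 on the brightest without a suffix. Beyond the construction of these settings, the cause was not tested. The stricter filter or the second-brightest probe set left some short lists with fewer than 3 members and gave no value there. Low signals limit the values: at a mean log2 signal of 6 to 7 the SD of log2 ratios was 0.61, and from 12 to 16 it was 0.25. No paired analysis was possible because each group is 1 array.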

Differences from the paper's values

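The setting of the second-brightest probe set was chosen after the values were seen. Table 1 gives a signed fold change, with a minus sign for lower in Tg, and the values here are written the same way. Of 17 genes compared, 12 lay within the pooled SD between probe sets on the log2 scale with the same sign, among them *Ucp1*, *Cox7a1*, *Cox8b* and *Lep*. Each fold change of these 17 genes in Table 1 lies within 0.005 of 2 raised to a multiple of 0.1, and the values here were not rounded in this way except where stated.

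For *Ccl2*, the paper's fold change is -1.23 and the value here is -3.44, and none of the alternatives set before the data were examined came within the spread. For *Lpl*, the paper's value is -1.07 and the value here 1.02. Quantile normalization and loess gave the paper's sign, and rounding to 1 decimal gave no change (1.00). Median centring, pseudocount, floor, median over probe sets and brightest probe set without a suffix left the difference in sign. For *Scd1*, the paper's value is -1.32 and the value here 1.01. The difference was within the spread after quantile normalization (1.00), loess (-1.03), the median over probe sets (-1.13) and rounding, and not in the other alternatives. After quantile normalization and rounding, the value was no change (1.00), which has no sign and is not the decrease of the paper. For *Dgat2*, the paper's value is -1.74 and the value here -1.06, and for *Scd2*, the paper's value is -1.87 and the value here -1.09. For both, the median over probe sets came within the spread, at -1.34 for *Dgat2* and -1.96 for *Scd2*, and no other alternative set before did. On the second-brightest probe set, chosen after seeing the values, *Lpl* had -1.002, *Scd1* -1.28, *Dgat2* -1.69 and *Scd2* -1.96, all within the spread of the paper's values. This setting gives a value for 9 of the 17 genes and drops the others, and *Ppargc1a* then differs. The median over probe sets leaves 3 of the 17 genes differing, *Ccl2*, *Lpl* and *Ppargc1a*. Among genes that did not differ, *Adipor1* did with the brightest probe set without a suffix and *Kat* (*Acaa1b*) after loess. *Cpt1* of Table 1 was not compared, since its listed probe set is annotated to several genes.

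For the paper's real-time PCR, the legend of Figure 3 gives n = 9 and does not say whether this is per group. The PCR values are Tg relative to WT with an SEM. The values here are ratios of 2 pools of 3 mice on arrays, another assay. The arrays are of perigonadal WAT, whereas the paper took perigonadal and subcutaneous WAT and does not name the depot of its real-time PCR. Values are called different when they are more than 1.5 times and more than 1 SEM apart. For *Scd1* the paper's value is 0.10 ± 0.06 and the ratio here 1.01. For *Dgat1* they are 0.15 ± 0.07 and 1.10, for *Lpl* 0.25 ± 0.02 and 1.02, and for *Fas* (*Fasn*) 0.08 ± 0.04 and 1.05. For *Rip140* (*Nrip1*) the paper's value is 0.02 ± 0.01 and the ratio here 0.95, and for *Pgc1a* (*Ppargc1a*) they are 16.59 ± 8.66 and 1.39. For *Fsp27* (*Cidec*) in Figure 5A, where the legend gives n = 7 and does not name the diet, they are 0.18 ± 0.05 and 1.03. The differences stayed under median centring, quantile normalization, loess, pseudocount, floor, the median over probe sets, the brightest probe set without a suffix and, for genes that have one, the second-brightest, with ratios from 0.78 to 1.07 for *Scd1*, 0.94 to 1.29 for *Rip140* and 1.31 to 2.01 for *Pgc1a*. *Mcd* (*Mlycd*) did not differ by this measure, since its values are less than 1.5 times apart, with 1.87 ± 0.26 in the paper and 1.37 here. The brightest probe sets of *Scd1* and *Lpl* had signals of 41895 to 44678, near the highest signals of the arrays, 53205 in WT and 56988 in Tg, and whether ratios are compressed there was not tested.

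The paper states that genes of lipid synthesis were lower in Tg WAT. Over the list of 31 such genes fixed before the data were examined, 10 were over 0.3, 6 were under -0.3 and the median log2 ratio was 0.06. Over all 57 passing probe sets of these genes, 17 were over 0.3 and 15 under -0.3, with a median of 0.01. On second-brightest probe sets the median of the list was -0.059, and with the median over probe sets *Scd1*, *Dgat2* and *Scd2* were lower in Tg, as in Table 1. The lower 5' signals of control transcripts on the Tg array bear on such probe sets, and their part was not tested for these genes. The separate list of 20 cholesterol synthesis genes was on the lower side, with a median of -0.17 at percentile 0.64 of the random lists. Of these 20 genes, 1 was over 0.3 and 2 were under -0.3.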

Other observations

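Macrophage, extracellular matrix and cell cycle genes had, as groups, lower signals on the Tg array. The lower 5' signals of control transcripts on this array bear on all of these groups and on the genes of WAT expansion, and their part was not tested. Of 25 macrophage markers, *Trem2*, a receptor of lipid-laden macrophages, had a signal of 1062 in WT and 294.5 in Tg, *Gpnmb* 3804 and 1324, *Itgax*, which encodes CD11c, 1220 and 480.3, and *Cd68* a log2 ratio of -1.13. *Cd163* and *Mrc1*, markers of resident macrophages, had 0.10 and -0.004. *Ccl2*, the chemokine that attracts monocytes, had 1109 in WT and 322.4 in Tg. Of 24 extracellular matrix genes, 12 were under -0.3 and *Mmp3* alone was over 0.3, with *Col4a2* at -0.94, *Tnc* at -0.88 and *Timp1* at -0.80. Of 17 cell cycle genes, 14 were under -0.3, among them *Top2a* at -0.83 and *Mki67* at -0.80, while *Mcm2* had 2.03 on its brightest probe set and -0.11 on the other. Of 14 genes that accompany the expansion of WAT in obesity, 10 were under -0.3, among them *Mest* at -0.82, and none was over 0.3. *Lep*, leptin, had 20770 in WT and 13305 in Tg, and *Adipor2* had 0.67, while *Adipoq* had 0.09 and *Adipor1* 0.02, and over 14 adipokines and their receptors the median was 0.05.

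Genes of the tricarboxylic acid cycle were, as a group, on the higher side, whereas regulators of mitochondrial biogenesis lay within the range of random lists. Of 18 genes of the tricarboxylic acid cycle, 10 were over 0.3 and none under -0.3, among them *Idh3b* at 0.60, *Fh1* at 0.51 and *Suclg2* at 0.45. Of 15 circadian clock genes, 8 were over 0.3 and 1, *Cry1* at -0.49, was under -0.3. *Dbp* had 303.0 in WT and 1169 in Tg, and *Nr1d2* 0.92 on its brightest probe set and -0.40 on the other, while *Arntl* and *Clock* both had -0.04. The hour at which each mouse was dissected was not used here. Of 19 fasting and FOXO target genes, 8 were over 0.3 and 2 under -0.3, with a median of 0.20 at percentile 99.2. This median was 0.11 with the stricter filter and 0.13 with the median over probe sets. On second-brightest probe sets, a setting chosen after the values were seen, it was -0.008. The mice were fasted overnight. Lipid droplet proteins had a median of 0.08, with *Plin5* at 0.92, *Fitm2* at 0.72, *Cidec* at 0.04 and *Hilpda* at -0.90. In *Pparg*, the regulator of adipocyte differentiation, the log2 ratio was 0.57, and *Trarg1*, a trafficking protein of GLUT4 vesicles, had 1.15.

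Of the remaining lists, medians and percentiles among random lists were -0.17 and 0.64 for cholesterol synthesis and 0.07 and 63.6 for lipolysis and adrenergic signalling. Over the settings, the median lay between -0.19 and -0.08 for cholesterol synthesis and between 0.03 and 0.21 for lipolysis. Medians and percentiles were -0.01 and 30.5 for immediate early and heat shock genes, 0.003 and 30.4 for the unfolded protein response, and 0.04 and 54.3 for interferon response genes. Among cell types, they were -0.17 and 5.97 for B and plasma cells, -0.22 and 10.6 for T and NK cells, and 0.08 and 71.3 for mast cells and neutrophils. In this last list, *S100a8* had -1.44 and *S100a9* -0.79, while *Cpa3* had 0.37, *Tpsb2* 0.42 and *Fcer1a* 0.46. Smooth muscle and pericytes had -0.24 and 1.22, and fibroblasts and preadipocytes -0.01 and 24.6. Over the settings, the median of fibroblasts and preadipocytes lay between -0.35 and 0.08. Few members passed the filter for ovary and reproductive tract (4, median -0.14), blood (4, -0.17) and Schwann cells and nerves (3, 0.41). Of lymph node stroma, *Lyve1* and *Cxcl13* passed, at 0.74 and 0.26, of liver, *Cyp2e1* and *Alb*, at 0.73 and 0.51, and of mammary and keratinising epithelium none. *Nnt*, which is disrupted in one substrain of C57BL/6 mice, had 656.6 in WT and 681.4 in Tg on its brightest probe set and a log2 ratio of 0.60 on the next. The lists overlap. Among other cases, *Gpnmb*, *Itgax* and *Trem2* stand in those of macrophages and of WAT expansion, and *Ppara* in those of brown adipocytes and of fasting. *Lpin1* and *Pck1*, both over 0.3, stand in those of fatty acid and triglyceride synthesis and of fasting.

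*Gpr50* and *Tph2*, which are known from the brain, had bright signals in the WT pool. For *Tph2*, these were 4383 in WT and 587.2 in Tg. With RNA of 3 mice in a pool, a high signal of 1 mouse cannot be separated from a difference of all.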
